A study of Mus musculus with 18 samples. Its data were reported in "Lipolysis regulates major transcriptional programs in brown adipocytes" (2022).

How the data were processed

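RNA was measured in an immortalised mouse brown adipocyte line that carries a stable shRNA against Abhd5, which encodes an activator of the lipase ATGL, together with an shRNA-resistant, mCherry-tagged ABHD5 that doxycycline (Dox) switches on. Cells without Dox are therefore the knockdown state and cells with Dox (1 µg/ml, for 24 to 48 h by the sample labels and the study's methods, and 24 h in its description of this experiment) the rescued state. Both were stimulated for 3 h with the vehicle DMSO, with isoproterenol (ISO, 10 nM), a β-adrenergic agonist, or with SR-3420 (20 µM), a synthetic ligand of ABHD5 that releases it to activate lipolysis without the agonist. The 18 libraries formed 6 groups with 3 replicates each, assigned from the sample titles.

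According to the study's methods, the authors aligned reads to mouse genome build mm9 with STAR. They kept reads at each position once per read length with HOMER and counted reads per gene with iRNA-seq. The deposited values were whole-number counts per gene and library, not normalised. The table also gave the length over which each gene was counted. This length was compared with the mm9 gene annotation for 16565 genes matched by symbol. On a log10 scale it correlated across genes with intron length at r = 0.98 and with exon length at r = 0.509, and it lay within 10% of the intron length for 70.9% of genes but within 10% of the exon length for 2.3%. For Ucp1 the gene span of 8109 bases less 1644 exon bases equalled the 6465 bases counted. Genes are not independent replicates, and these correlations describe the table only. The deposited counts were therefore treated as reads in introns, which follow unspliced RNA, although the methods text names counting over genes. Gene positions were those of the deposited table on mm9, the build the study names, with starts counted from 1. The counting was not stated to use strand, so values of genes that overlap others are uncertain.

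Counts of 17672 genes were read for the 18 libraries, and every column of sample values was matched to one sample by its title. Library totals ranged from 689910 to 1956565 counts with a median of 1145729. Genes were kept with filterByExpr on the 6 groups, which left 10178 genes tested and 7494 not tested. Counts were scaled by TMM factors, which ran from 0.768 to 1.13, and fitted with the quasi-likelihood functions of edgeR 4.0.16 in R 4.3.3 with 1 mean per group and no other covariate. The common dispersion was 0.0176, a biological coefficient of variation of 0.133. All tests were two-sided, p-values were adjusted by Benjamini-Hochberg over all genes tested, and a gene was called at an adjusted p of 0.05 or less and a log2 fold change of at least 1 in size. Standard errors were derived from the quasi-likelihood F statistic. Normalised values are CPM computed on the TMM-scaled library size. A fold against a group with at most 3 counts in every library was computed against 3 counts and is a lower bound, and such bounds cover counting error only.

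The contrasts were ISO against DMSO and SR-3420 against DMSO, each without and with Dox, Dox against no Dox in DMSO, and the difference between the responses with and without Dox (the interaction) for ISO and for SR-3420. For the genes ISO raised with Dox, the number also raised by SR-3420 and the share with a positive interaction were counted. As both contrasts share the DMSO libraries, 20 data sets with unchanged groups were simulated against the same controls. Gene lists were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, over 17 lists in 7 contrasts, adjusted over all 119 tests. The lists were the clusters inhibitor_C1 to inhibitor_C4, which the study defined in a different experiment with a lipase inhibitor, the clusters dox_C1 to dox_C4, which the study defined on the present samples and which are not independent evidence, and UPR_markers, core_clock, cAMP_targets, PPAR_targets, interferon_stimulated, integrated_stress_ATF4, macrophage_markers, adipocyte_markers and preadipocyte_markers.

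Named genes followed a rule. They were Abhd5, 18 genes chosen beforehand from the study's text and gene lists, the 3 genes with the smallest p among those called higher and the 3 among those called lower in each contrast where the replicates of the groups did not overlap (for the interactions without that condition), and the 5 interferon_stimulated genes with the smallest p in the Dox contrast, not all of which are given. The groups, designs, gene lists, naming rule and most alternatives were fixed before the data were examined. The alternatives were RLE and upper-quartile factors, library totals only, no filter on low counts, at least 10 counts in every sample, DESeq2 1.42.0, limma-voom, the replicate number as a block, only the groups of the contrast, no fold change limit, an adjusted p of 0.01, glmTreat, fry, an estimated inter-gene correlation, 2 other definitions of the dependent share and fits that each left out 1 library. Removing the 10 genes with most counts and thinning all libraries to the smallest total were added after seeing the data.

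The numbering of replicates was checked for pairing. The correlation across genes of deviations from group means between same-numbered libraries had a median of 0.15 (range 0.04 to 0.28), and 36 of 45 pairs exceeded 0.1. All 3 pairs exceeded it for SR-3420 without Dox, ISO with Dox and SR-3420 with Dox against their DMSO groups, which were taken as paired by this check alone. For the other contrasts not all pairs exceeded it, so by this limit their pairing was not settled. Each of the 45 correlations was positive, however, which points to some variation shared by replicate number there too. Calls are given from the fit without a block unless stated, also for the 3 contrasts taken as paired. Differently numbered libraries had a median correlation of -0.09. The study states that its RNA-seq came from 3 independent experiments, but not whether the replicate numbers stand for them. Replicate libraries differed beyond counting noise in each of the 18 pairs within groups, with a chi-square per gene of 2.23 to 22.6, so none was treated as a duplicate.

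The procedure was tested on simulated counts for 10178 genes, some of them changed in 1 group by known folds, all larger than the limit for a call. Of 199 changed genes among the 9943 tested, 91.5% were called in the two-group contrast with 4 false calls and 81.4% in the interaction with 13 false calls. These shares do not apply to smaller changes, such as the median interactions of inhibitor_C1 to inhibitor_C4. With no change simulated, at most 2 genes were called in any contrast. Camera gave a p of 1e-53 to 30 genes that were moved and 0.0088 to 30 unchanged genes. The planned criterion had been a p above 0.01 for that unchanged set. As it failed, the rate was measured over 1000 random sets of 30 unchanged genes, of which 2.6% had a p of 0.05 or less and 0.2% a p of 0.01 or less, and this rate became the criterion. Genes were simulated independently of each other, so this rate cannot test camera on lists whose members vary together. For such lists the camera p-values may be too small, and those under an estimated correlation are the more cautious ones. Sequences were handled with samtools 1.23.1, bedtools 2.31.1 and blastn 2.17.0, and other steps with Python 3.11.15. The lipase inhibitor experiment itself was not analysed here.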

Results

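To ask which transcriptional responses of brown adipocytes need the lipase activator ABHD5, intron counts were compared between knockdown cells without Dox and rescued cells with Dox after stimulation with DMSO, ISO or SR-3420. The 18 libraries comprised 6 groups of 3 replicates. Total counts per library ranged from 689910 (DMSO without Dox, replicate 2) to 1956565 (DMSO with Dox, replicate 1). The median gene had between 8 and 25 counts per library. Modest changes of weakly transcribed genes may have been missed at this depth, which was not tested. The 10 genes with most counts held 14.8% to 26.4% of the counts in 17 of the libraries and a larger share in SR-3420 with Dox replicate 1. In a principal component analysis of the 500 most variable genes, the first component (41.7% of the variance) separated ISO from the other treatments and the second (33.1%) separated cells by Dox.

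**Figure D1:**
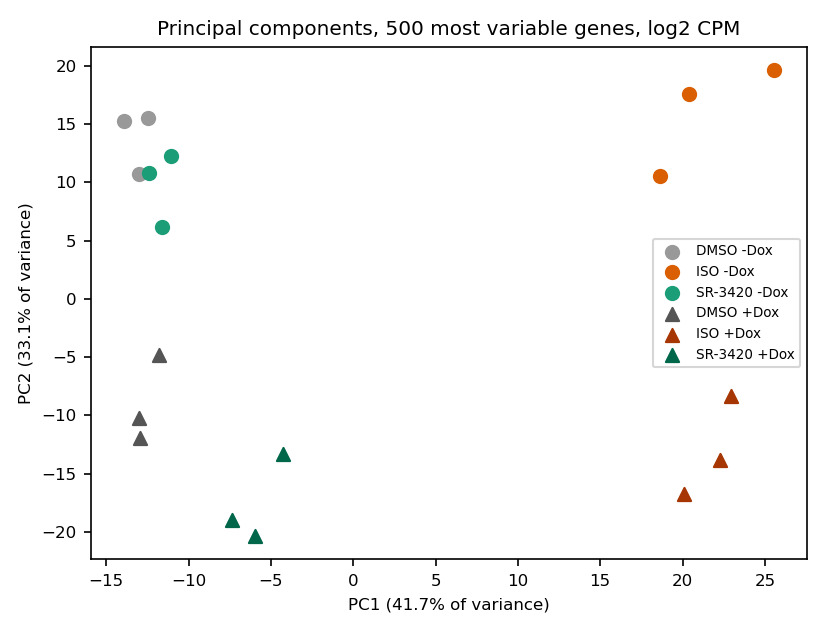
Scores of the 18 libraries on the first principal component (horizontal, 41.7% of variance) and the second (vertical, 33.1% of variance), from log2 CPM of 500 genes; circles are without Dox, triangles with Dox, and colours are treatments. The ISO libraries lie to the right of all others and the Dox libraries lie below all others.

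Abhd5 (NM_026179, chromosome 9, 122260734 to 122290641, plus strand of mm9) was examined first, as the target of the knockdown. In DMSO its introns gave 53, 41 and 54 counts without Dox and 1211, 630 and 431 with Dox. Normalised values were 52.6 ± 4.71 CPM (SD, n = 3) without Dox and 574 ± 86.1 CPM (SD, n = 3) with Dox. The log2 fold change was 3.46 (SE 0.17, edgeR quasi-likelihood adjusted p 2.44e-14), in the direction of the labels, and the lowest value among the alternatives that left out 1 library was 3.35. The counted region of Abhd5 was 24026 of 29908 bases and excluded more than the 3250 annotated exon bases, and the counts do not tell transcripts of the construct from those of the endogenous gene. Whether the construct carries intron sequence, or the counted region of Abhd5 reaches exon bases, is not given by the table, so this rise in intron counts is not a measure of ABHD5 mRNA. Without Dox, ISO raised Abhd5 from 52.6 to 149 ± 21.9 CPM (SD, n = 3; edgeR adjusted p 3.34e-07). With Dox, the change by ISO was 0.52 (SE 0.14, edgeR adjusted p 0.00502), which did not pass an adjusted p of 0.05 with library totals only (0.39, edgeR adjusted p 0.0982, against 0.000141 to 0.0982 over its alternatives).

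**Figure D2:**
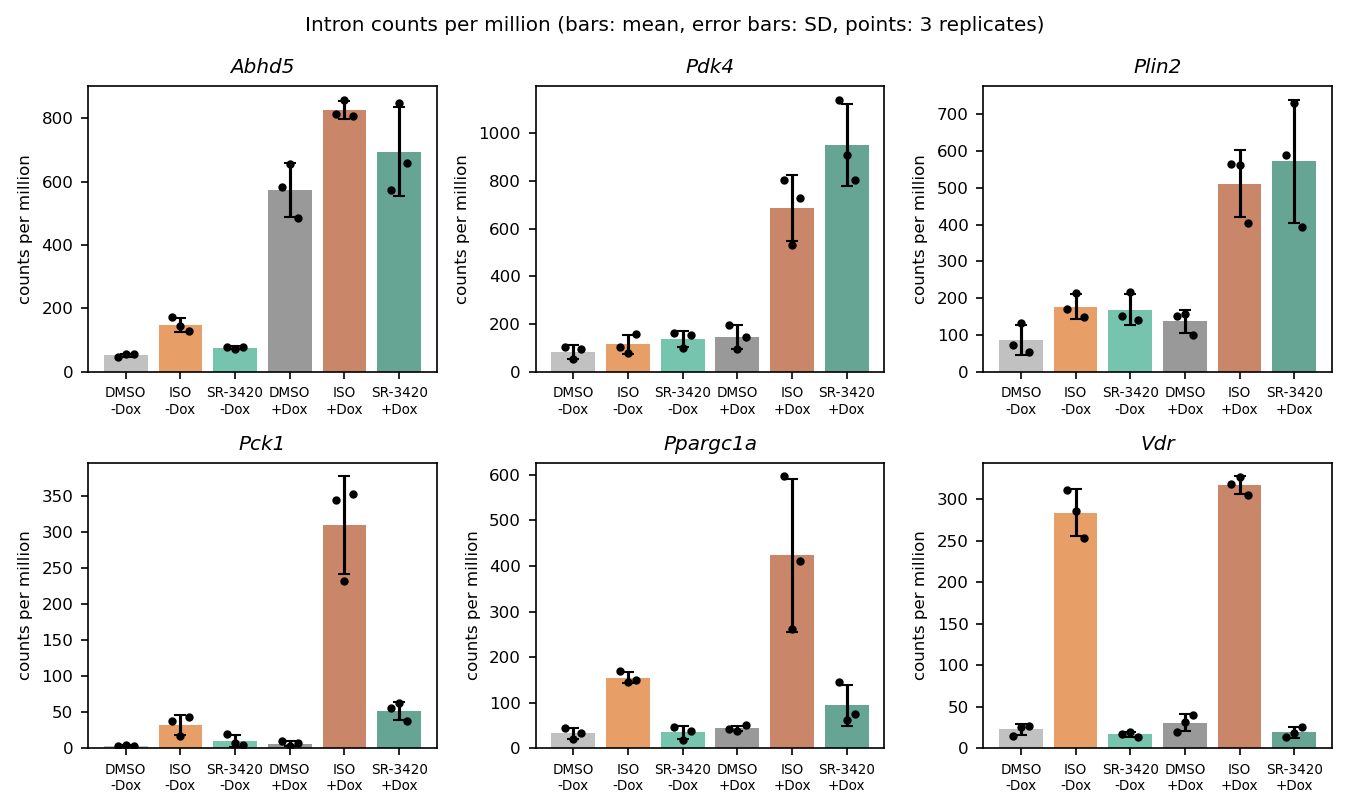
Normalised intron counts in CPM (vertical, linear from 0) of 6 genes in the 6 groups (horizontal); bars are means, error bars SD and points the 3 replicates. Abhd5 averaged 52.6 CPM in DMSO without Dox and 574 CPM in DMSO with Dox, and Pdk4 reached 951 CPM with SR-3420 and Dox against 139 CPM with SR-3420 alone.

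The response to the agonist in knockdown cells was assessed by comparing ISO with DMSO without Dox. Of 10178 genes, 591 were called higher and 517 lower. Among the alternatives that kept the thresholds, requiring at least 10 counts in every sample moved this most, to 581 calls. Cpne8 (NM_025815, chromosome 15, 90317912 to 90509819) rose from 60.3 ± 5.66 to 544 ± 34.5 CPM (SD, n = 3), a log2 fold change of 3.17 (SE 0.14, edgeR adjusted p 6.02e-16). Pde10a and Gfpt2 rose by log2 fold changes of 3.33 and 4.42. The genes called lower with the smallest p were Slc6a6 (-2.36), Fam13a (-2.36) and Per3 (-1.98). Cpne8 and Pde10a overlap annotated genes on the other strand, so their values are uncertain. Of the genes chosen from the study, Plin2, Hilpda, Ppargc1a, Ucp1, Pck1, Crem, Vdr, Nr4a2 and Gyk had an adjusted p of 0.05 or less and were higher. Ucp1 had at most 1 count per library in DMSO and was at least 21.5-fold higher with ISO, and Hilpda, which overlaps a gene on its own strand, was at least 2.31-fold higher. The Hilpda call was lost when DMSO without Dox replicate 3 (fitted log2 fold change 2.08) or ISO without Dox replicate 1 (2.06) was left out, and its edgeR adjusted p ranged from 0.00289 to 0.128 over the alternatives.

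With ABHD5 re-expressed, ISO raised 633 genes and lowered 701. Which direction prevailed depended on the fit, with 56.9% of the calls higher with at least 10 counts in every sample and 52.7% without ISO with Dox replicate 3. Pde10a (NM_001290707, chromosome 17, 8719666 to 9179513) rose from 28.2 ± 4.45 to 281 ± 33.7 CPM (SD, n = 3), a log2 fold change of 3.36 (SE 0.16, edgeR adjusted p 9.08e-15). Apmap rose by 3.05, while Slc6a6 (-1.89), Per3 (-1.98) and Lzts2 (-1.66) were lower. Apmap and Lzts2 each overlap 2 genes. Vdr (chromosome 15, 97684858 to 97738727) reached 317 ± 11 CPM with Dox and 284 ± 28.4 CPM without Dox (SD, n = 3). Pck1 rose by a log2 fold change of 5.35 (SE 0.33, edgeR adjusted p 2.97e-13) and Gyk, which overlaps genes on the other strand, by 3.84. Ucp1 was at least 91.1-fold higher. Pdk4, Plin2, Ppara, Hilpda, Ppargc1a, Crem, Nr4a2, Arntl and Cry1 were also higher at an adjusted p of 0.05 or less. Of the 633 genes, 332 were also called higher without Dox, and 607 had a change above 0 there. Their median log2 fold change was 1.076 without Dox and 1.374 with Dox, where the genes were chosen. The count of shared calls alone thus overstates the difference.

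The ligand was then compared with DMSO. Without Dox, SR-3420 raised 24 genes and lowered 3, and without DMSO without Dox replicate 1 the 27 calls became 16. Cd300lg (NM_027987, chromosome 11, 101902825 to 101916931) rose from 54, 38 and 43 counts to 271, 295 and 236, a log2 fold change of 1.84 (SE 0.17, edgeR adjusted p 1.75e-07), followed by Tmem120a (1.39) and Clstn3 (1.61). The 3 genes called lower were Adamts1 (-1.21), Pi15 and Sesn1, the latter both at the fold change limit. Leaving out 1 library at a time, the calls were lost in 5, 4 and 5 of 6 fits (for example -1.08, -0.75 and -0.90 without DMSO without Dox replicates 3, 2 and 3). With the replicate number as a block, 41 genes were called in this contrast, 25 of them among the 27. Of the genes chosen from the study, none passed an adjusted p of 0.05 with SR-3420 without Dox when no block was fitted, but with the block Plin2 (1.01), Pdk4 (0.73), Ppara (1.24) and Gyk (0.59) did. Plin2 also passed with at least 10 counts in every sample (1.01), in limma-voom (1.09) and without DMSO without Dox replicate 2 (1.42). Without a filter on low counts, Plin2 (1.05), Pdk4 (0.74), Ppara (1.17) and Pck1 (1.67) passed, at changes close to those with the filter. For Plin2, at 1.01 with the filter, the edgeR adjusted p fell from 0.0554 to 7.26e-07. With Dox, SR-3420 raised 214 genes and lowered 102 (67.7% higher), while with library totals only 35.2% of 355 calls were higher. Tmem140 (NM_197986, chromosome 6, 34813146 to 34824946) rose from 82.1 ± 16.5 to 470 ± 23.3 CPM (SD, n = 3), a log2 fold change of 2.54 (SE 0.15, edgeR adjusted p 2.07e-12). The gene 4931406C07Rik rose by 2.87 and Aifm2 by 1.63, and Idh1 (-1.14), Gstm1 (-1.08) and Parp16 (-1.35) were lower. Tmem140, 4931406C07Rik and Aifm2 each overlap a gene on the other strand. Pdk4 (NM_013743, chromosome 6, 5433351 to 5446278) rose from 408, 90 and 128 counts to 1296, 915 and 805, a log2 fold change of 2.68 (SE 0.24, edgeR adjusted p 9.92e-09). Plin2 rose by 2.05, Ppara by 2.72, Hilpda by 3.60 and Pck1 by 2.78. Arntl rose by 0.93, and Ppargc1a (1.14) and Cry1 (0.87) passed an adjusted p of 0.05, but Ppargc1a not in 3 and Cry1 not in any of the 6 fits that left out 1 library (0.67 and 0.66 without SR-3420 with Dox replicate 1). Crem, Vdr, Nr4a2, Gyk and Ucp1 did not pass with SR-3420 and Dox, although Gyk did with the block (0.60) and without a filter (0.56), and Vdr did without DMSO with Dox replicate 1 (-0.92). Fgf21, Elovl3, Acot4 and Nr1d1 had too few intron counts to be tested, and Atf4 was not analysed here.

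**Figure D3:**
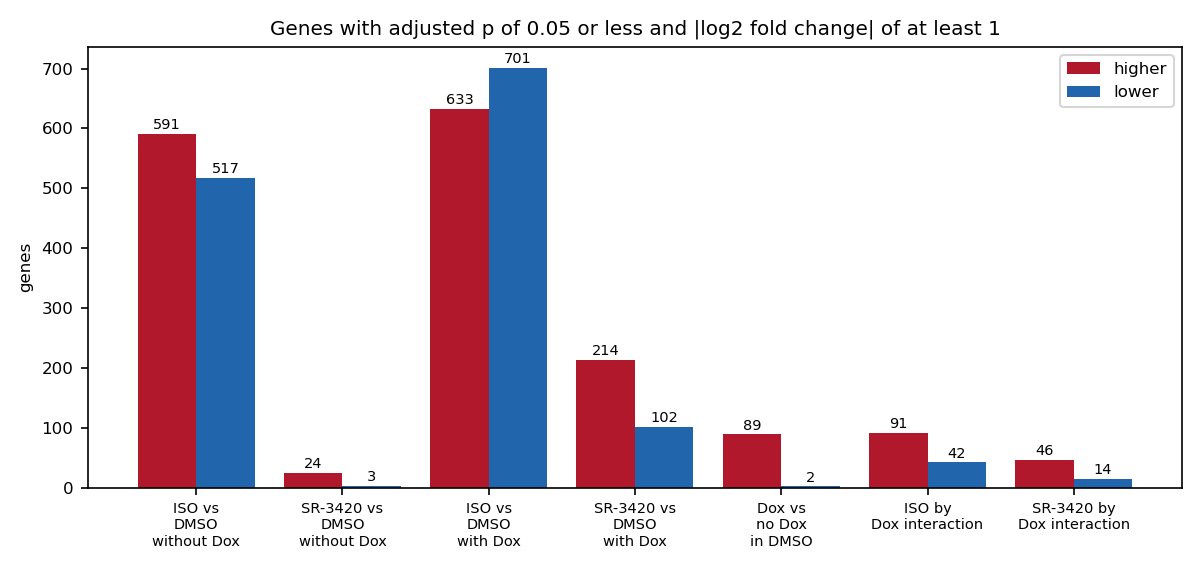
Number of genes (vertical, linear from 0) called higher and lower in each of the 7 contrasts (horizontal), at an adjusted p of 0.05 or less and a log2 fold change of at least 1 in size. SR-3420 gave 24 higher calls without Dox and 214 with Dox, and ISO gave 591 and 633.

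The overlap of the responses was counted in cells with Dox. Of the 633 genes ISO raised, 123 were also raised by SR-3420 (19.4%, exact Clopper-Pearson 95% interval 16.4% to 22.7%), and 59 genes were lowered by both. The interval takes genes as independent and leaves out the spread between libraries. In 20 simulations with SR-3420 unchanged against the same DMSO libraries, the overlap was at most 1 gene. Library totals only gave the smallest overlap, 75 genes. Across genes, the log2 fold changes of ISO and SR-3420 correlated at r = 0.57, against a median r of 0.48 in simulations where both groups were unchanged and shared their controls, and genes are not independent replicates.

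Whether the responses differed with ABHD5 was tested by the interaction. For ISO, 91 genes responded more positively and 42 more negatively with Dox. Blocking by replicate gave 235 calls in place of 133, of which 130 were the same genes, and leaving out ISO with Dox replicate 1 gave 87. The gene 4931406C07Rik (NM_001199484, chromosome 9, 15087781 to 15110892) fell from 58.4 ± 8.2 to 37.8 ± 6.64 CPM with ISO without Dox (SD, n = 3) and rose from 194, 73 and 48 to 594, 395 and 344 counts with Dox, an interaction of 2.94 (SE 0.29, edgeR adjusted p 4.79e-07). Dhrs3 (2.04) and Prkar2b (1.73) followed, and Acsl5 (-1.40), Fgf2 (-2.04) and Hdac7 (-1.69) had the smallest p among negative interactions. For SR-3420, 46 genes responded more positively and 14 more negatively, led by Tmem140 (1.81), 4931406C07Rik (2.05) and Slc3a2 (1.58), and by Idh1 (-1.17), Parp16 (-1.29) and Dgcr8 (-1.14). Acsl5, Fgf2, Hdac7 and Dgcr8 overlap other genes and are uncertain. Blocking by replicate gave 128 calls in place of 60, including all 60, and leaving out DMSO with Dox replicate 3 gave 27. Of the genes chosen from the study, Pdk4 passed the adjusted p in the interactions, with 1.76 (SE 0.36, edgeR adjusted p 0.00616) for ISO and 1.98 (SE 0.36, edgeR adjusted p 0.00639) for SR-3420. Whether others passed depended on the fit. Without a filter on low counts, Plin2 (0.82 and 0.99), Ppara (2.64 and 1.54) and Ppargc1a (1.09 and 1.05) passed for ISO and for SR-3420, and Pck1 (2.14) for ISO. These changes were nearly the same with the filter. For Ppara with ISO it was 2.64 in both fits, while the edgeR adjusted p fell from 0.114 to 1.21e-07. The passes without the filter thus do not reflect larger changes. Ppara also passed for ISO without ISO with Dox replicate 2 (3.12). Abhd5 itself had a negative interaction with ISO (-0.98, edgeR adjusted p 0.0194), which did not pass with library totals only (-0.95), after thinning to the smallest library total (-0.88) or without DMSO without Dox replicate 1 (-0.90), ISO without Dox replicate 1 (-0.87) or DMSO with Dox replicate 2 (-0.88).

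Of the 633 genes ISO raised with Dox, 71 had a positive interaction at an adjusted p of 0.05 or less (11.2%, exact Clopper-Pearson 95% interval 8.86% to 13.9%) and 7 a negative one. The interval takes genes as independent and leaves out the spread between libraries. In 20 simulations without interaction the share was at most 0.139%. The share ranged from 6.66% without DMSO without Dox replicate 1 to 15.7% without ISO with Dox replicate 2, and was 20.9% with the replicate block. Adjusted over the list alone, it was 20.1%, but that list was chosen in the same libraries and is not independent evidence. Among genes chosen by the study in the inhibitor experiment, the share was 12.6% of 87 genes in inhibitor_C1, 5.56% of 72 in inhibitor_C2, 9.29% of 140 in inhibitor_C3 and 5.59% of 143 in inhibitor_C4.

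The lists chosen in the inhibitor experiment were then followed as sets. The median ISO response of inhibitor_C1 was 0.29 without Dox (0.28 with genes at the floor set to their bound) and 0.81 with Dox on the log2 scale, and the former did not pass under an estimated correlation. Its median interaction was 0.63 (camera adjusted p 2.88e-14), with 69 of 87 genes positive, 11 past the threshold over all genes and 25 adjusted over the list alone. For inhibitor_C3 the median interaction was 0.45 (camera adjusted p 7.7e-11), with 106 of 140 genes positive, 13 past the threshold over all genes and 27 adjusted over the list alone. For inhibitor_C2 it was -0.08 (camera adjusted p 0.474; -0.20 without DMSO without Dox replicate 2) and for inhibitor_C4 0.15 (camera adjusted p 0.00327), which did not pass under fry or an estimated correlation and was 0.24 without DMSO with Dox replicate 1. In inhibitor_C2, where 42 of 72 genes had a negative interaction, 4 genes were past the threshold upwards and 4 downwards over all genes, and 4 and 8 adjusted over the list alone. In inhibitor_C4 8 were past it upwards over all genes and 10 adjusted over the list alone. With SR-3420 the median interactions were 0.44, 0.16, 0.42 and 0.34 for inhibitor_C1 to inhibitor_C4 (camera adjusted p 1.36e-13, 0.015, 1.63e-14 and 9.61e-09), of which inhibitor_C2 did not pass under fry or an estimated correlation and was 0.06 without SR-3420 with Dox replicate 1. With library totals only, the 4 medians were 0.31, 0.02, 0.28 and 0.19. The genes past the threshold upwards numbered 7, 0, 8 and 2 over all genes, and 17, 7, 26 and 11 adjusted over the list alone. In this contrast 1227 genes had an unadjusted p under 0.05. Over all lists and contrasts, 66 of 119 tests passed under camera, 56 of these also under fry and 46 under an estimated correlation. Under the latter the camera adjusted p of the ISO interaction was 0.00229 for inhibitor_C1 and 0.0204 for inhibitor_C3.

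**Figure D4:**
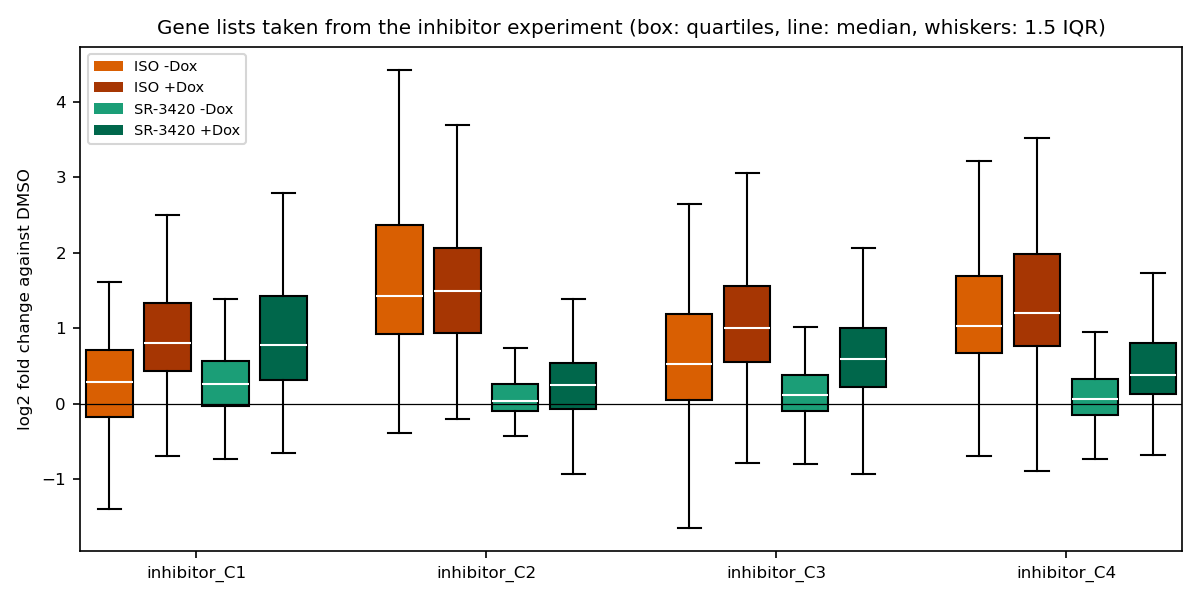
Log2 fold changes against DMSO (vertical) of the genes in inhibitor_C1 to inhibitor_C4 (horizontal) for ISO and SR-3420 without and with Dox; boxes are quartiles, lines medians and whiskers 1.5 times the interquartile range, with points beyond them not drawn. The median of inhibitor_C1 was 0.29 for ISO without Dox and 0.81 with Dox, while inhibitor_C2 had 1.43 and 1.49.

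The other lists were tested in the same way. PPAR_targets rose with SR-3420 both without Dox (median 0.71, camera adjusted p 7.68e-25) and with Dox (1.00, camera adjusted p 1.86e-28), and its interactions were 0.87 for ISO and 0.45 for SR-3420 (camera adjusted p 1.56e-14 and 2.17e-05), with 8 and 1 of 21 genes past the threshold upwards over all genes and 15 and 4 adjusted over the list alone. cAMP_targets rose with ISO by 1.80 without Dox and 1.69 with Dox, and its ISO interaction of 0.02 was within error (camera adjusted p 0.896) and changed sign with upper-quartile factors (-0.04) and without DMSO without Dox replicate 1 (-0.08), and was 0.14 without ISO with Dox replicate 2. UPR_markers rose with Dox by 0.55 with ISO and 0.51 with SR-3420 (camera adjusted p 0.00735 and 1.04e-05) and had interactions of 0.67 and 0.68. The ISO values of UPR_markers did not pass under an estimated correlation, the value with Dox did not pass with at least 10 counts in every sample either (0.42), and the interaction was 0.36 without DMSO without Dox replicate 2. The core_clock list did not pass in any contrast under camera, with median changes with Dox of 0.15 for ISO (0.50 without DMSO with Dox replicate 3) and 0.29 for SR-3420 (0.06 without DMSO with Dox replicate 1). With at least 10 counts in every sample the latter was -0.04, while under fry it passed. The SR-3420 interaction of core_clock was 0.43 (camera adjusted p 0.185), and it passed under fry and without SR-3420 without Dox replicate 3 (0.41), DMSO with Dox replicate 3 (0.54) or SR-3420 with Dox replicate 1 (0.38), but was 0.20 without SR-3420 with Dox replicate 2. The integrated_stress_ATF4 list rose with SR-3420 and Dox by 0.64 (camera adjusted p 1.52e-05), but did not pass under an estimated correlation and was 0.34 without SR-3420 with Dox replicate 1. For adipocyte_markers the change with ISO and Dox was 0.64 (camera adjusted p 0.000151), and for preadipocyte_markers it was -0.40 (camera adjusted p 0.135, past the threshold under fry), or -0.24 without DMSO with Dox replicate 3. Of the lists the study chose on these libraries, dox_C2, dox_C3 and dox_C4 rose with ISO and Dox by 1.30, 1.15 and 1.34. Of the 4 lists dox_C1 to dox_C4, dox_C3 had the largest ISO interaction, 0.95. The others went both ways, with 0.43 for dox_C2, -0.17 for dox_C1 and -0.21 for dox_C4. In dox_C4 199 of 284 genes had a negative interaction (camera adjusted p 0.00012), but the list did not pass under fry or an estimated correlation.

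Last, the effect of Dox itself was measured in DMSO. With Dox, 89 genes were higher and 2 lower, Cdkl2 (-1.20) and Rhou (-1.26), both of which overlap another gene and lost their calls in DESeq2 and in 5 of the 6 fits that left out 1 library (for example -1.09 for Cdkl2 without DMSO without Dox replicate 3 and -1.10 for Rhou without DMSO with Dox replicate 3). Oas1b (NM_001083925, chromosome 5, 121262647 to 121274169) rose from 19.1 ± 3.63 to 224 ± 61.7 CPM (SD, n = 3), a log2 fold change of 3.55 (SE 0.34, edgeR adjusted p 9.32e-08). Trim25 rose by 2.20, Dhx58, which overlaps a gene on the other strand, by 3.44, Rtp4 by 4.18, Bst2 by 3.12 and Usp18 by 3.48. The interferon_stimulated list rose by a median of 3.12 (camera adjusted p 2.64e-105), or 2.82 with genes at the floor set to their bound, and all 27 members tested were higher, 24 past the threshold over all genes and 27 adjusted over the list alone. The dox_C1 list, chosen by the study on these libraries and sharing 26 tested genes with interferon_stimulated, rose by 2.29, or 2.23 with genes at the floor set to their bound. Of the lists not chosen on these libraries, PPAR_targets (0.41, camera adjusted p 1.03e-05, 18 of 21 genes higher) and inhibitor_C1 (0.21, camera adjusted p 0.00123, 59 of 87 genes higher) also rose with Dox in DMSO. The value of inhibitor_C1 did not pass under an estimated correlation and was 0.13 without DMSO with Dox replicate 2.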

Values the study reported

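In a separate experiment with a lipase inhibitor, in which cells received 100 nM isoproterenol, the study reported 630 genes induced by isoproterenol, of which 324 were also induced by SR-3420.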

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

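Of the tests below, only that of the choice of genes for ISO was set before its result was seen. Each result here was singled out because the response to the same stimulus differed between cells with and without Dox by a test of the difference itself. The study was designed to look for this difference.

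The ISO response differed for 133 genes (87 without ISO with Dox replicate 1) and the SR-3420 response for 60 (27 without DMSO with Dox replicate 3). In lists, the ISO response was larger with Dox for inhibitor_C1 (0.63), inhibitor_C3 (0.45), inhibitor_C4 (0.15), UPR_markers (0.67), PPAR_targets (0.87), integrated_stress_ATF4 (0.34) and adipocyte_markers (0.50). The SR-3420 response was larger for inhibitor_C1 (0.44), inhibitor_C2 (0.16), inhibitor_C3 (0.42), inhibitor_C4 (0.34), UPR_markers (0.68), cAMP_targets (0.59), PPAR_targets (0.45) and integrated_stress_ATF4 (0.46). The macrophage_markers list was lower (-1.41), but only 2 of its 15 genes could be tested, and it did not pass without a filter on low counts (-0.60) or under an estimated correlation. The SR-3420 value of cAMP_targets did not pass with the replicate block (0.60), with at least 10 counts in every sample (0.40), after thinning (0.29), under an estimated correlation or in 7 of the 12 fits that left out 1 library, with 0.34 without DMSO without Dox replicate 3. The integrated_stress_ATF4 values did not pass under fry or an estimated correlation. The ISO value did not pass either in 3 of the 12 fits that left out 1 library, with 0.15 without DMSO without Dox replicate 2, 0.32 without ISO without Dox replicate 3 and 0.21 without ISO with Dox replicate 1, and the SR-3420 value rose to 0.93 without SR-3420 with Dox replicate 2. The UPR_markers value for ISO was 0.36 without DMSO without Dox replicate 2, and that of inhibitor_C4 0.24 without DMSO with Dox replicate 1. With upper-quartile factors the inhibitor_C4 value for ISO was 0.08, where the median of all genes was -0.08 against -0.01 with TMM. The inhibitor_C2 value for SR-3420 was 0.06 without SR-3420 with Dox replicate 1. With library totals only, the SR-3420 values of inhibitor_C1 to inhibitor_C4 were 0.31, 0.02, 0.28 and 0.19. The size of the inhibitor_C2 value thus depends on the scaling, but the median of all genes moved too, from -0.01 to -0.14. These lower values therefore do not concern the lists alone, and inhibitor_C2 still passed (camera adjusted p 0.00803).

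Among genes, positive interactions with ISO were 2.94 for 4931406C07Rik, 2.04 for Dhrs3, 1.73 for Prkar2b and 1.76 for Pdk4, and negative ones were -0.98 for Abhd5, -1.40 for Acsl5, -2.04 for Fgf2 and -1.69 for Hdac7. With SR-3420 they were 2.05 for 4931406C07Rik, 1.81 for Tmem140, 1.58 for Slc3a2 and 1.98 for Pdk4, and -1.17 for Idh1, -1.29 for Parp16 and -1.14 for Dgcr8. The Abhd5 value lay under the fold change limit for a call. Its adjusted p exceeded 0.05 with library totals only (-0.95), after thinning (-0.88) and in 3 of the 12 fits that left out 1 library. Those fits gave -0.90 without DMSO without Dox replicate 1, -0.87 without ISO without Dox replicate 1 and -0.88 without DMSO with Dox replicate 2. The SR-3420 call of Parp16 was lost after thinning (-1.11). The largest edgeR adjusted p of Pdk4 over the 12 fits that left out 1 library was 0.0493 for ISO and 0.0446 for SR-3420.

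Several technical explanations were tested on inhibitor_C1, which the study had chosen in other samples. If the larger response came from choosing genes in the same libraries, this list would show none, but its median interaction was 0.63 for ISO and 0.44 for SR-3420. Thinning all libraries to the smallest total, which evens the totals but not the share taken by the genes with most counts, left 0.50 and 0.40. It therefore tests unequal library totals only. Leaving out the 10 genes with most counts gave 0.64 and 0.45. Removing a trend on gene length, GC content and mean level, known for all 87 genes, gave 0.68 (95% bootstrap interval 0.40 to 0.80) and 0.50 (0.38 to 0.66). The bootstrap here and below drew genes of the list, not libraries, so its intervals leave out the spread between replicates. The medians argue against each of these explanations as the whole cause for inhibitor_C1. After the same trend was removed, the ISO value of inhibitor_C3 was 0.40 (95% bootstrap interval 0.29 to 0.64). That of inhibitor_C4 was 0.11 (-0.02 to 0.27), an interval that spans both signs.

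Other splits of the samples left more open. When the Dox labels were regrouped within ISO and within DMSO, 11 of 100 drawn splits, the real one included, gave as many ISO interaction calls, and for SR-3420 it was 7 of 100. For the ISO interaction of the lists, 10 of 100 gave a median as large for inhibitor_C1, 41 for inhibitor_C2, 5 for inhibitor_C3 and 33 for inhibitor_C4. For SR-3420 the counts of 100 were 13, 16, 8 and 9 for inhibitor_C1 to inhibitor_C4. A chance origin is thus not excluded by these counts. A split that places unequal numbers of Dox libraries in the regrouped treated and vehicle groups also takes up the effect of Dox itself. Counted after this was noticed, among the splits with equal numbers only the real one of 40 was as large for the ISO calls, inhibitor_C1 and inhibitor_C3, and only the real one of 50 for the SR-3420 calls, inhibitor_C1, inhibitor_C3 and inhibitor_C4. For inhibitor_C2 and inhibitor_C4 with ISO, 19 and 8 of the 40 were as large, and for inhibitor_C2 with SR-3420 5 of 50. That the difference comes from ABHD5 stays open as well, as Dox and ABHD5 were added together and no library had Dox without the construct.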

How the results depend on the processing

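The Abhd5 change in DMSO kept its direction and its side of the threshold in each alternative run for it, with 3.35 to 3.56 across the 6 fits that each left out 1 library.

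Without a filter on low counts, calls rose to 41 for SR-3420 without Dox, 205 for the ISO interaction and 100 for the SR-3420 interaction, and the dependent share to 14.9%. In that fit 15973 genes were tested, and p-values fell at nearly unchanged effects. Abhd5 in DMSO was 3.47 against 3.46 with the filter, with an edgeR adjusted p of 4.57e-77 against 2.44e-14. Genes that passed in this fit but not with the filter are therefore weak evidence. With at least 10 counts in every sample, in which fewer genes were tested, calls fell to 581 and 694 for ISO without and with Dox, 177 for SR-3420 with Dox and 36 for Dox in DMSO, the shared genes to 76, and the dependent share rose to 17.7%. With library totals only, 75 genes were shared by ISO and SR-3420. The median of all genes under this scaling was -0.19 for ISO without Dox, -0.16 for ISO with Dox, -0.21 for SR-3420 with Dox and -0.14 for the SR-3420 interaction, against -0.01, -0.02, -0.01 and -0.01 with TMM, and it was -0.14 for ISO with Dox with upper-quartile factors. The directions of the calls moved with it. With library totals only, higher calls were 411 of 1244 for ISO without Dox (against 53.3% of the calls with TMM), 489 of 1464 for ISO with Dox (33.4% against 47.5%), 35.2% of 355 for SR-3420 with Dox (against 67.7%), 94 of 113 for the ISO interaction (83.2% against 68.4%) and 16 of 41 for the SR-3420 interaction (against 76.7%). With upper-quartile factors they were 35.3% for ISO with Dox, 57.6% for SR-3420 with Dox, 55.4% for the ISO interaction and 56.1% for the SR-3420 interaction. Which direction prevailed thus depended on the scaling for ISO without Dox (47.7% higher with upper-quartile factors), SR-3420 with Dox and the SR-3420 interaction. For ISO with Dox it depended on the fit, with 56.9% higher with at least 10 counts in every sample, 50.9% in DESeq2, 50.5% with only the groups of the contrast, 50.4% without a fold change limit, 52.8% at an adjusted p of 0.01, 78.8% with glmTreat and 50.3%, 50.7%, 51.1% and 52.7% without DMSO with Dox replicates 3 and 1 and ISO with Dox replicates 2 and 3. The causes of the other changes were not tested.

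With the replicate block, calls were 41 for SR-3420 without Dox, 235 for the ISO interaction and 128 for the SR-3420 interaction, and the dependent share was 20.9%. The pairing check passed for the first of these contrasts. It also passed for ISO with Dox and SR-3420 with Dox, where the block gave 1407 and 367 calls in place of 1334 and 316. In the contrasts that passed, the counts with the block are the ones that use the pairing. For the interactions the check left pairing unsettled by its limit, with correlations from 0.06 and from 0.04 up to 0.26, all positive. Whether the counts with or without the block are the better ones for the interactions was therefore not settled. With the block, cAMP_targets in the SR-3420 interaction (0.60) no longer passed. Genes chosen from the study passed that had not, namely Pdk4 (0.48) and Cry1 (0.70) for ISO without Dox, Pdk4 (0.73), Plin2 (1.01), Ppara (1.24) and Gyk (0.59) for SR-3420 without Dox, Gyk (0.60) for SR-3420 with Dox, Pdk4 (0.80) and Plin2 (0.72) for Dox in DMSO, Plin2 (0.80), Ppara (2.65), Ppargc1a (1.06) and Gyk (0.74) for the ISO interaction, and Plin2 (1.02), Ppara (1.56), Ppargc1a (1.12) and Arntl (0.90) for the SR-3420 interaction. Thinning to the smallest total, chosen after seeing the data, gave 37 calls for the SR-3420 interaction, in which depth was reduced by construction.

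Without a fold change limit there were 2846, 78, 3309 and 1008 calls for ISO without Dox, SR-3420 without Dox, ISO with Dox and SR-3420 with Dox, and 222 for the ISO interaction. With glmTreat, which tests against the limit, there were 184, 2, 260 and 26, then 50 for Dox in DMSO, 3 for the ISO interaction and 0 for the SR-3420 interaction, where 1227 genes had an unadjusted p under 0.05 when tested against 0. At an adjusted p of 0.01, 69 and 9 interaction calls were left for ISO and SR-3420. The dependent share was 20.1% with adjustment over the ISO-induced genes alone and 7.96% over genes ISO raised with or without Dox. Under fry and an estimated correlation, the interactions of inhibitor_C4 with ISO (0.15) and of inhibitor_C2 with SR-3420 (0.16) were no longer past the threshold.

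Across fits that each left out 1 library, calls ranged from 16 (without DMSO without Dox replicate 1) to 31 for SR-3420 without Dox, from 87 to 197 for the ISO interaction (without ISO with Dox replicates 1 and 2), and from 27 (without DMSO with Dox replicate 3) to 61 for the SR-3420 interaction. The dependent share ranged from 6.66% to 15.7%. The inhibitor_C2 interaction with SR-3420 ranged from 0.06 to 0.24 and was not past the threshold in 2 of 12 fits. That of inhibitor_C4 with ISO ranged from 0.11 to 0.24, past the threshold in each fit. Other counts stayed within 1.5 times their value, from 897 to 1198 for ISO without Dox, 1204 to 1426 for ISO with Dox, 258 to 341 for SR-3420 with Dox, 74 to 106 for Dox in DMSO and 107 to 136 shared genes.

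Medians near 0 changed sign. The ISO interaction of cAMP_targets was -0.04 with upper-quartile factors, -0.01 without a filter, -0.01 with at least 10 counts in every sample, -0.12 after thinning, and -0.08 to 0.14 with 1 library left out. The ISO interaction of core_clock was -0.04 with upper-quartile factors and -0.02 to 0.21 with 1 library left out. The SR-3420 change with Dox was -0.03 for cAMP_targets with library totals only and -0.04 for core_clock with at least 10 counts in every sample. The interferon_stimulated list ranged from -0.38 to 0.21 for ISO with Dox and from -0.36 to 0.24 for SR-3420 with Dox when 1 library was left out. Of these 4 values only -0.36 passed the threshold. The Dox change of integrated_stress_ATF4 in DMSO was 0.01 after thinning and -0.10 to 0.07 with 1 library left out. Changes of genes chosen from the study that were within error also changed sign. For SR-3420 without Dox, Ppargc1a was -0.01 with library totals only and -0.02 in limma-voom, Arntl -0.02 with library totals only and after thinning, and Hilpda -0.21 in limma-voom. Crem was -0.06 for SR-3420 with Dox with library totals only, Nr4a2 0.07 for Dox in DMSO in limma-voom, and Nr4a2 0.20 for the ISO interaction after thinning. For the SR-3420 interaction, Gyk was -0.05 with upper-quartile factors, -0.14 with library totals only, -0.03 without a filter and -0.14 after thinning, and Ucp1 -0.12 with library totals only and -0.67 after thinning. With 1 library left out, the values for SR-3420 without Dox ranged from -0.58 to 0.99 for Hilpda, -0.29 to 0.36 for Ppargc1a, -0.28 to 0.21 for Crem, -0.06 to 0.14 for Arntl and -0.13 to 0.26 for Cry1. For Dox in DMSO they ranged from -0.55 to 0.26 for Ppara, -0.84 to 1.42 for Hilpda and -0.43 to 0.54 for Nr4a2. For the ISO interaction they ranged from -1.30 to 1.32 for Ucp1, -0.08 to 0.38 for Crem and -0.54 to 0.06 for Vdr, and for the SR-3420 interaction from -2.07 to 0.65 for Ucp1, -0.08 to 0.42 for Crem, -0.54 to 0.05 for Vdr, -0.75 to 0.24 for Nr4a2 and -0.20 to 0.38 for Gyk. Of the checks of 182 other results, 2967 kept direction and side of the threshold, 81 were weaker, 48 stronger and 75 reversed. DESeq2 gave no adjusted p for Adamts1 and Sesn1 with SR-3420 without Dox, which were not counted as lost.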

Other observations

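The tests of immune cells, of an action of SR-3420 without ABHD5, of the genes with many counts and of other splits were chosen after the results were seen, as were the rank correlation below and the reading of integrated_stress_ATF4 and of the differentiation markers as undecided. The gene list dox_C1, which shares 26 tested genes with interferon_stimulated, had been read before the interferon tests were set.

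Dox raised the interferon_stimulated list in DMSO by a median of 3.12. A single library was not the source, as the lowest median with 1 library left out was 2.96. Stress from doxycycline on mitochondrial translation cannot be told apart, since the members of integrated_stress_ATF4 went both ways (7 higher and 9 lower, median -0.01, camera adjusted p 0.987), and the sign changed without DMSO without Dox replicate 2 (0.07) or 3 (0.04) or DMSO with Dox replicate 2 (0.01). None of its 16 members passed the threshold, while 1000 genes of the contrast had an unadjusted p under 0.05. Immune cells that bring these transcripts would also bring their own abundant ones. Summed over the 15 macrophage_markers, DMSO libraries held 29.4 ± 10.7 CPM (SD, n = 3) without Dox and 39.5 ± 0.965 CPM with Dox, while the 29 interferon_stimulated genes counted summed to between 417 and 654 CPM per library without Dox and between 2140 and 4160 CPM with Dox. The counts are of introns, however, and the intron lengths of the lists were not compared. Low marker sums therefore do not settle whether such cells were a source of the transcripts. The cultures were of an immortalised line, not of tissue, and an interferon signal from a few cells was not tested. Only 2 of the 15 markers had enough counts to be tested (median 0.42, camera adjusted p 0.32; 0.25 and 0.81 without DMSO without Dox replicates 2 and 3). The most abundant markers were Fcer1g and Cd68, with 75 and 55 counts over the libraries of DMSO with Dox, against 2 for Ptprc, 3 for Csf1r and 0 for Lyz2. Fatty acids from lipolysis cannot be told apart either. SR-3420 did not raise the list further (-0.01), but it acted for 3 h against at least 24 h of Dox. Without DMSO with Dox replicate 1 the median was -0.36, which passed the threshold downwards (camera adjusted p 0.0266). The median was 0.24 without SR-3420 with Dox replicate 1, and above 0 without DMSO with Dox replicates 2 and 3. Whether Dox or the expressed construct raised these genes was not tested, as no library separates them. Of the 10 splits of the 6 DMSO libraries, 1, the real one, gave a list median as large and 1 as many calls, and a design of this size cannot give a smaller share.

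A different degree of differentiation cannot be told apart as a source of the Dox effect in DMSO. The adipocyte_markers moved by 0.15 (camera adjusted p 0.111; 9 of 12 higher) and the preadipocyte_markers by -0.05 (camera adjusted p 0.603; 6 of 12 lower). The preadipocyte value was -0.13 without DMSO without Dox replicate 3. The adipocyte value was 0.07 without DMSO with Dox replicate 1, and passed the threshold at 0.18 without DMSO with Dox replicate 3 and at 0.17 after thinning.

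The comparisons with DMSO had 10 splits each. For ISO without Dox, SR-3420 without Dox, ISO with Dox and SR-3420 with Dox, only the real split of 10 (1 of 10) gave as many calls, the smallest share this design allows.

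SR-3420 acted on some genes in knockdown cells. Without Dox it changed 27 genes past the threshold, or 16 without DMSO without Dox replicate 1. Of the 214 genes it raised with Dox, 81.8% had a change above 0 without Dox, with a median of 0.54 against 1.35 with Dox, and the rank correlation of the changes with and without Dox across these genes, which are not independent replicates, was 0.23. Residual ABHD5 activity may explain this, but these counts do not measure how much ABHD5 was left, since intron counts follow unspliced RNA and an shRNA acts on mature mRNA. By these counts an action of SR-3420 that does not need ABHD5 cannot be told apart from it: the median of 0.54 is smaller than with Dox, but the genes were chosen in the Dox libraries. The study itself measured Abhd5 mRNA by qPCR and fatty acid release with and without Dox. In its inhibitor experiment it reports that blocking the lipases removed nearly all of the SR-3420 effect. Those data were not analysed here. PPAR_targets (0.71) and adipocyte_markers (0.54, camera adjusted p 3.25e-11) rose with SR-3420 without Dox.

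Myo3a held 7.70% to 13.7% of the counts of each library. Its span on chromosome 2 contains a stretch (22442808 to 22446054 of mm9) that aligns with the mitochondrial genome over 3260 alignment columns at 97.4% identity, so reads of mitochondrial transcripts are a candidate source of these counts. None of the other 9 genes with most counts held such a stretch (0 of 9), and the origin of their counts was not settled. Among them the share of Gnb1l in a library ranged from 0.06% to 3.64%, the latter in SR-3420 with Dox replicate 1. No biological explanation was tested.

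The experiment quoted from the study differed from this one in cells and in the dose of ISO. Here ISO with Dox raised 633 genes and 123 of them were also raised by SR-3420. The second count is lower than the value quoted from the study above.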
